A study of Mus musculus with 18 samples. Its data were reported in "Sex and strain dependent differences in mucosal immunology and microbiota composition in mice" (2018).

How the data were processed

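RNA from the proximal colon of BALB/c and B6 mice of both sexes had been labelled and hybridized to Affymetrix Mouse Gene ST arrays, 1 array per mouse. Groups and replicate numbers were taken from the sample labels, which give 5 BALB/c females, 4 BALB/c males, 5 B6 females and 4 B6 males. The methods speak of equal groups, and arrays beyond these 18 were not analysed here. Each array carries its own mouse number, so the samples were treated as separate animals. The cage, litter, hybridization batch and age of each single mouse are not given in the sources used here. The methods state that mice were caged by sex and strain and that each array group came from more than 1 cage.

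The authors normalized the arrays together with RMA (background correction, quantile normalization and summarization, with the version not given in the sources used here) and deposited log2 expression values. RMA compresses differences of dim probe sets and forces the arrays to similar distributions, so that log2 differences near the lower end understate changes. The table holds 35556 probe sets with values from 1.34 to 13.98. The methods describe probe sets redefined per gene, whereas the deposited table carries probe sets of the manufacturer's own definition. In the platform annotation 21218 of them had 1 gene, 1881 had several and 12457 were not listed and so are unnamed here. Probe sets with 1 gene gave 18820 genes, of which 18790 were matched to the reference gene table by their gene number. For the 1386 genes with several probe sets the one with the highest mean was used, with the mean over the probe sets as an alternative. Scanner files were not used here, so background correction was not varied.

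Differences were tested with limma 3.58.1 in R 4.3.3 on the deposited values, with 1 mean per group, all 18 arrays in a single fit with 14 residual degrees of freedom, and empirical Bayes moderation with a trend of the prior variance on intensity. The comparisons were males minus females in B6 and in BALB/c, the difference between these (B6 minus BALB/c), and BALB/c minus B6 in females and in males. Genes passed at a Benjamini-Hochberg adjusted p under 0.05 over the 18820 genes. Counts at the thresholds of the methods, a p under 0.05 and a change of 1.2-fold or more, are given beside these. This p was taken as unadjusted, because the methods name no adjustment. Errors are SD between mice or SE of the fitted difference. With 4 or 5 arrays per group the number of arrays limits the precision, and small differences can be missed.

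The design, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined. The 36 gene lists held 559 entries, 503 of them measured, and covered sex-linked genes, immune and stromal cell types, epithelial cell types, markers of neighbouring tissues, metabolism and genes the study or strain background singles out. The 35 lists with at least 4 measured genes were tested with camera at a preset correlation of 0.01, adjusted over 105 tests for the comparisons with sex. Camera with an estimated correlation and fry were alternatives. Some lists share genes: of 19 macrophage genes 1 stands in another list and 3 are among the genes the study named. The named genes were the 8 with the largest difference in each direction among those that passed without overlap between the groups and with a mean of at least log2 6 in the higher group (for the interaction, among all that passed at that level), or, where fewer than 4 passed, the 4 with the smallest p. Up to 4 genes with the smallest p of each list were added, and any gene of the sex-linked lists, the study's list and the known strain loci.

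The alternatives were: no variance trend, robust moderation, array weights, only the groups compared in the fit, genes with a mean of at least log2 5 (13710 genes), quantile normalization again, each array centred on its median, a fold threshold of 1.2, the replicate number as a block, runs of 10 of the mouse numbers as a random block (8 runs, consensus correlation 0.13) and leaving out each array in turn. After the data had been seen, the lower quartile of each array as a covariate, leaving out 5 arrays with a high lower quartile, leaving out 3 arrays with a Cr2 signal of at least log2 5, the mean over probe sets and all probe sets were added.

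The fit was tested on simulated data with 50 genes per fold size changed among 18820. For the sex difference in B6 it recovered 18% of genes changed 1.2-fold, 72% at 1.5-fold, 98% at 2-fold and 100% at 4-fold. In BALB/c these shares were 26%, 86%, 98% and 100%. For the interaction they were 8%, 40%, 90% and 100%. For the strain difference in females they were 16%, 80%, 100% and 100%, and in males 20%, 70%, 88% and 100%. Each share rests on 50 genes. The gap between the 2 sex comparisons, both of 5 females and 4 males, was therefore not told from sampling. The list test called the shifted list in 100% of 20 simulated data sets, in which genes varied independently, so this says nothing of lists whose genes vary together. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots.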

Results

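Gene expression was measured in the proximal colon of untreated adult mice of both sexes from the inbred strains BALB/c and C57BL/6 (B6), which are known to differ in their intestinal immune responses in chemically induced colitis. Both were OlaHsd substrains, as the methods state. There was 1 array for each of 18 mice, with 5 BALB/c females, 4 BALB/c males, 5 B6 females and 4 B6 males. All females had been killed in diestrus. Values were log2 signals for 18820 named genes, and the median signal over all probe sets lay between 6.05 and 6.14 on every array. Arrays of the same group correlated with r between 0.979 and 0.993 across probe sets, and arrays of different groups with r between 0.970 and 0.992. Arrays have no read depth, and the number of arrays limits the precision of each difference.

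The comparison of males with females within B6 asked how sex shapes colonic expression in this strain. Among genes of macrophages, antigen presentation, connective tissue, enteric nerves and hormone-producing cells, more fell than rose in B6 males, although none of these lists passed camera with an estimated correlation (adjusted p from 0.10 to 0.212). The largest decrease after that of Xist was in S100g, an X-linked gene for a vitamin D-dependent calcium-binding protein, which was 6.94 ± 0.76 (SD, n = 4) in males and 9.83 ± 0.37 (SD, n = 5) in females, a 7.39-fold difference (limma, adjusted p = 0.000198). Lum, the collagen-binding proteoglycan lumican, was 2.86-fold lower (adjusted p = 1.66e-06). Of 18820 genes, 1620 passed, of which 546 were higher and 1074 lower in males, so that 33.7% of them were higher. With each array centred on its median, the share of higher genes was 68.9% and the median difference of all genes moved from 0.03 to 0.10.

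The Y-linked genes Uty, Kdm5d and Eif2s3y were at least 12.7-fold, 16.0-fold and 14.9-fold higher in B6 males. These are bounds against the lower quartile of each array (log2 4.44 to 4.59), a level chosen after the data had been seen, because the signals of all 5 female arrays lay under it, and the same bound is used below wherever all arrays of the lower group did. Xist, the RNA that silences an X chromosome, was 85.9-fold lower, with 1 of 4 male arrays under its lower quartile (153-fold without B6 male replicate 1 and 47.4-fold without the 5 arrays with the highest lower quartile), and of the 6 measured X-linked genes that escape inactivation 4 fell in males, Xist, Kdm6a, Kdm5c and Eif2s3x (5 when adjusted over the list alone, adjusted p = 0.0921 with an estimated correlation). The call of Kdm5c was lost in 15 of 31 alternatives, 8 of which left out a single B6 array (adjusted p up to 0.116, without B6 male replicate 4). Xist stood at 7.99 in B6 male replicate 1 and between 4.45 and 5.26 in the other males of both strains. H2-Ea, an MHC class II gene that is silent in the B6 strain, was 7.08 in the same array and at most 4.63 in the other B6 arrays.

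Of 19 macrophage and monocyte genes, 12 fell and none rose in B6 males (17 fell when adjusted over the list alone), with a median log2 difference of -0.46 and adjusted p = 0.10 with an estimated correlation. Among them were the complement genes C1qb (log2 -0.95 ± 0.17, SE) and C1qc (-0.81 ± 0.15, SE), the macrophage receptor gene Adgre1 (-0.73 ± 0.11, SE) and the lipid carrier Apoe (-0.68 ± 0.09, SE). Of 8 genes of MHC class II presentation, 5 fell (5 adjusted over the list alone, median -0.60, adjusted p = 0.212 with an estimated correlation), including Cd74, H2-Aa and H2-Ab1 at log2 -0.76, -0.75 and -0.75. Of 13 dendritic cell genes 2 fell (4 adjusted over the list alone, adjusted p = 0.246 with an estimated correlation), among them the lectin gene Cd209a at log2 -1.08. The macrophage lectin Cd209f fell by 1.58 on the log2 scale. Without B6 male replicate 1, 3 of the 8 MHC class II genes passed, and H2-Ab1 did not (adjusted p = 0.0509).

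Among lymphocyte lists in B6, 4 of 21 T cell genes fell (4 fell and 1 rose when adjusted over the list alone), including the receptor subunit Cd3g at log2 -0.98, with a list median of -0.13 and adjusted p = 0.520 with an estimated correlation. Of 13 genes of cytotoxic lymphocytes and NK cells 4 fell and 1 rose (7 and 1 over the list alone, adjusted p = 0.157 with an estimated correlation, 3 passing without B6 female replicate 2, female replicate 5 or male replicate 3): the granule protein gene Nkg7 was at log2 -0.90 and the transcription factor Eomes at 0.84, with 2 of 5 female arrays under their lower quartile. Of 12 plasma cell genes 4 fell (5 over the list alone, adjusted p = 0.194 with an estimated correlation), among them Jchain and Ighm, which encode the joining chain and the heavy chain of IgM, Ighm not passing without B6 male replicate 1 (adjusted p = 0.0514). Of 16 B cell genes 1 fell, the transcription factor Ebf1 (1 over the list alone, list median -0.44, or -0.20 without B6 female replicate 5, adjusted p = 0.630 with an estimated correlation). The array of B6 female replicate 5 held a signal of the follicular gene Cr2 of 5.57 against 3.78 to 4.16 in the other B6 arrays, and its B cell score was 0.63 against at most -0.18 in the other females. Of 23 chemokines and homing receptors 7 fell (9 fell and 1 rose over the list alone, adjusted p = 0.327 with an estimated correlation). Of the 15 genes named by the study 7 fell and none rose (10 over the list alone, adjusted p = 0.17 with an estimated correlation), which is not independent evidence because they were chosen on these samples.

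Among genes of hormone-producing and supporting cells more fell than rose in B6 males as well. Of 14 enteroendocrine genes 10 fell and 1 rose (13 and 1 over the list alone), with a median of -0.55 and adjusted p = 0.10 with an estimated correlation. Chga, a protein of secretory granules, was 2.33-fold lower (log2 -1.22 ± 0.15, SE), Tph1, which makes serotonin in the gut, 2.62-fold lower and the peptide hormone gene Pyy 1.99-fold lower. Exocrine pancreas genes, a mark of neighbouring tissue, also fell for 3 of 10 (median -0.46, adjusted p = 0.329 with an estimated correlation). Of 15 genes of fibroblasts and matrix 10 fell (12 over the list alone, median -0.36, adjusted p = 0.102 with an estimated correlation), including Dcn and Postn, which encode matrix proteins. Of 13 genes of enteric neurons and glia 8 fell (9 over the list alone, median -0.45, adjusted p = 0.17 with an estimated correlation), among them Nos1 and Uchl1 at log2 -0.53 and -0.56. Endothelial genes fell in 5 of 15 cases (7 over the list alone, adjusted p = 0.185 with an estimated correlation), Tek and Emcn among them, and smooth muscle genes in 5 of 14 (10 over the list alone, median -0.22, adjusted p = 0.185 with an estimated correlation), with Tagln at -0.32 and Cnn1 at -0.41. Without B6 male replicate 1, 5 genes of neurons and glia, 3 of endothelium and 3 of smooth muscle passed. These medians kept their negative sign when arrays were centred on their median or quantile normalized again.

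Of the genes that passed in B6, 546 were higher in males, and with each array centred on its median 1676 were higher and 756 lower. Among genes that passed without overlap between the groups, outside the sex-linked ones and with a mean of at least log2 6 in males, the largest increases were in Ly6m (3.31-fold, log2 1.73 ± 0.41, SE), Sprr1a, a small proline-rich epithelial protein (2.70-fold), and Ly6g6c (2.60-fold), followed by the growth factor Bmp8b (2.08-fold), the ion exchange cofactor Chp2 (1.99-fold), the actin-capping protein Capg (1.92-fold), Epop (1.90-fold) and the carbonyl reductase Cbr3 (1.90-fold). Of 20 colonocyte genes 2 rose and none fell (6 rose and 2 fell over the list alone, adjusted p = 0.495 with an estimated correlation), the chloride exchanger Slc26a3 (1.94-fold) and the keratin Krt20 (1.27-fold). Adck1 was 4.21-fold lower in B6 males, 1 of whose 4 arrays lay under its lower quartile. Single genes typical of other tissues were lower too, namely the chymotrypsinogen gene Ctrb1 (3.20-fold), the adipokine gene Retn (3.09-fold) and the ileal bile acid carrier Fabp6 (2.94-fold). Larger positive differences that did not pass were those of Slc37a2 (log2 2.40, adjusted p = 0.0525) and Aqp8 (2.17, adjusted p = 0.0554). Of 31 alternatives, Adck1 lost its call in 11, Cbr3 in 11, Sprr1a in 10, Krt20 in 9, Retn in 7, Slc26a3 in 6 and Capg in 3, in each case also without B6 male replicate 3 (adjusted p = 0.0964, 0.0701, 0.128, 0.0640, 0.101, 0.0538 and 0.0676), and Ly6m and Ly6g6c in 1, without B6 male replicate 1 (adjusted p = 0.05002 and 0.0530). Adck1 was 2.68-fold lower without B6 male replicate 2 (adjusted p = 0.112) and 2.06-fold lower by the mean over its probe sets.

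In B6, 2043 of all 18820 genes (10.9%) had no overlap between the 5 females and 4 males, where chance gives 1.59%. The count of genes that passed was 780, 929 and 1033 without B6 male replicate 1, male replicate 3 or female replicate 5, 1047 without the 3 arrays with a Cr2 signal, 938 with runs of 10 of the mouse numbers as a random block (the mice came from shared cages, which the mouse numbers are only assumed to follow) and 2432 with centred arrays. Of the 23 lists called by camera with its preset correlation, 0 passed with an estimated correlation (9 at an unadjusted p under 0.05) and 12 with fry.

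**Figure D1:**
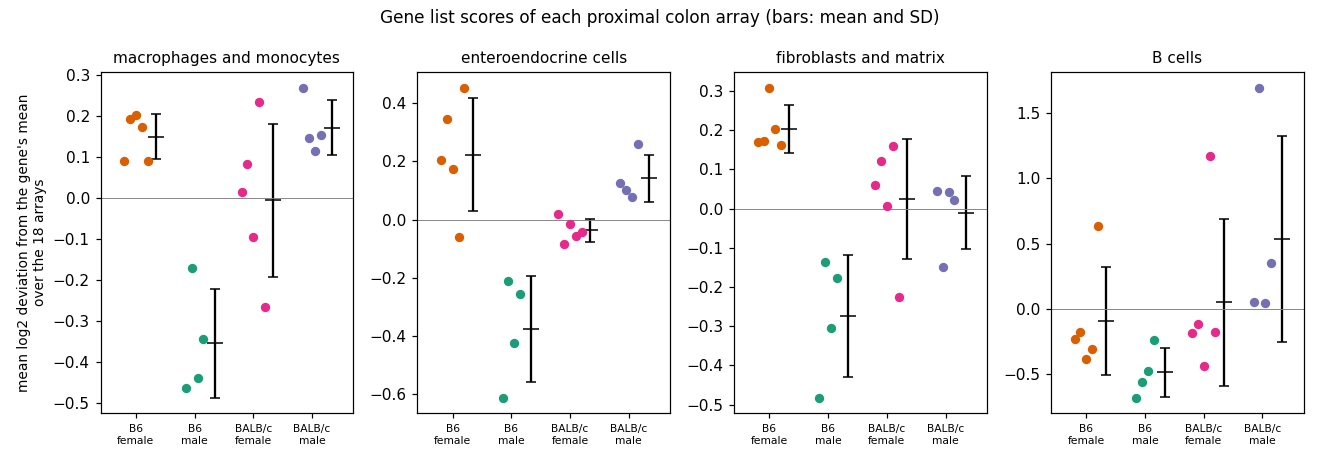
Scores of 4 gene lists on each of the 18 arrays: the vertical axis is the mean log2 deviation of the list's genes from their mean over all arrays, each point is an array, and the bars give the mean and SD of each group (n = 5 females or 4 males). B6 males lie below B6 females for macrophages, enteroendocrine cells and fibroblasts, while for B cells a single array in each of 3 groups stands far above the rest of its group.

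In BALB/c mice, few genes outside the sex-linked ones passed for sex. In simulated data this comparison recovered 26% of genes changed 1.2-fold, and that in B6 18%. Of 18820 genes 10 passed, 4 higher and 6 lower in males, and 7 of them were sex-linked: Uty, Kdm5d and Eif2s3y were higher, and Xist, Kdm6a, Kdm5c and Eif2s3x lower, with Xist 141-fold lower. The others were Mall, a membrane raft protein (1.29-fold lower, 9.88 ± 0.07 in males and 10.25 ± 0.08 in females, SD, n = 4 and 5), Cideb, a lipid droplet protein (1.42-fold lower), and Scnn1b, a subunit of the epithelial sodium channel (1.47-fold higher, adjusted p = 0.0477). Of 31 alternatives Eif2s3x lost its call in 19, Scnn1b in 18, Kdm6a in 10, Cideb in 9 and Mall in 1, and of the 18 that leave out a single array in 14, 13, 7, 4 and 0 (adjusted p up to 0.160, without BALB/c female replicate 3, for Eif2s3x, 0.238 and 0.103, without BALB/c male replicate 2, for Scnn1b and Cideb, and 0.138, without BALB/c male replicate 3, for Kdm6a). At an unadjusted p under 0.05, 1619 genes passed. Sfrp2 and Neil3 missed the threshold, with log2 differences of -0.63 and 0.61 and adjusted p = 0.0563 and 0.0746.

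No member of the lists other than the sex-linked ones passed in BALB/c, and 565 of all genes (3.0%) had no overlap between males and females, where chance gives 1.59%. The medians of immune lists were positive, at 0.17 for macrophages and monocytes (2 of 19 higher when adjusted over the list alone and 6 at an unadjusted p under 0.05, adjusted p = 0.280 with an estimated correlation), 0.24 for MHC class II presentation (by limma 0 of 8 over the list alone and 1 at an unadjusted p under 0.05, adjusted p = 0.401 with an estimated correlation) and 0.16 for T cells (0 of 21 over the list alone and 0 at an unadjusted p under 0.05, adjusted p = 0.451 with an estimated correlation). B cell genes had a median of 0.50 (0 of 16 over the list alone and 0 at an unadjusted p under 0.05, adjusted p = 0.431 with an estimated correlation), and the follicular gene Cr2 stood at 7.21 in BALB/c male replicate 2 and 6.90 in BALB/c female replicate 4, against 3.79 to 4.75 in the other BALB/c arrays. Without BALB/c male replicate 2 the medians were 0.08 for MHC class II, 0.05 for T cells and 0.08 for B cells, without BALB/c female replicate 4 they were 0.27 for T cells and 0.77 for B cells, without BALB/c male replicate 1 0.27 for T cells, and without BALB/c female replicate 5 0.11 for macrophages. Outside the immune lists, enteroendocrine cells (0.20), endothelium (0.15) and the cell cycle (0.15) also had positive medians. By limma 5, 3 and 3 of their genes reached an unadjusted p under 0.05 and 1, 0 and 0 were higher over the list alone. Their adjusted p with an estimated correlation was 0.431, 0.358 and 0.646. The cell cycle median was -0.04 without the 3 arrays with a Cr2 signal. Negative medians were found for adipocytes (-0.58, by limma 0 of 11 over the list alone and 2 at an unadjusted p under 0.05, adjusted p = 0.401 with an estimated correlation), smooth muscle (-0.12, with 14 of 14 genes negative, 0 over the list alone and 4 at an unadjusted p under 0.05, adjusted p = 0.198 with an estimated correlation) and colonocytes (-0.12, 2 lower over the list alone, adjusted p = 0.184 with an estimated correlation). Camera with its preset correlation called these and also, with negative medians, small intestine (-0.17), the circadian clock (-0.15), drug and steroid metabolism (-0.13), oestrogen and androgen response (-0.13) and mitochondrial respiration (-0.07), of which 1, 0, 1, 3 and 0 genes were lower over the list alone by limma and 1, 1, 5, 3 and 0 reached an unadjusted p under 0.05 (adjusted p from 0.10 to 0.495 with an estimated correlation). The adipocyte median was -0.26, -0.37 and -0.38 without BALB/c male replicate 2, female replicate 5 or male replicate 4 and -1.01 without male replicate 1, that of smooth muscle -0.07 and of drug metabolism -0.08 without male replicate 2, that of colonocytes -0.06 and of small intestine -0.26 without male replicate 3, that of mitochondrial respiration -0.04, -0.03 and -0.02 without female replicate 3, female replicate 5 or male replicate 3, and that of the clock -0.07, -0.28, -0.08 and -0.29 without female replicate 1, 2, 3 or 5 and -0.05 and -0.29 without male replicate 2 or 3. The 15 genes named by the study all had positive differences (median 0.23, 2 over the list alone, which is not independent evidence since they were chosen on these samples, adjusted p = 0.184 with an estimated correlation). Single examples were Chga at 0.67, Ccr2 at 0.44, Cd79a at 0.83 ± 0.48 (SE), Krt20 at -0.39, Retn at -1.18 and Slc37a2 at -2.52 ± 0.76 (SE), with adjusted p = 0.197, 0.197, 0.653, 0.235, 0.421 and 0.314. The X-linked genes that escape inactivation were the only list of the 24 called by camera that also passed with an estimated correlation (adjusted p = 0.00143), and fry called 4. The count of genes was 6 without BALB/c female replicate 3, without BALB/c male replicate 2, without the 3 arrays with a Cr2 signal or with runs of 10 of the mouse numbers as a random block.

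The sex effect itself was compared between the strains, as the difference between the male to female difference in B6 and that in BALB/c. By the mean ages the methods state, males were younger than females in BALB/c but older in B6. Age was therefore not told apart from sex in this comparison, although the methods report no significant age difference within either strain. The colonocyte transporters Slc37a2 and Aqp8 had the largest positive values, at log2 4.92 ± 1.07 (SE) and 3.96 ± 0.98 (SE): Aqp8, a water channel, was 11.33 ± 0.65 in B6 males and 9.16 ± 1.34 in B6 females, but 8.17 ± 0.45 in BALB/c males and 9.96 ± 1.73 in BALB/c females (SD, n = 4 or 5). S100g had the largest negative value, at -4.10 ± 0.51 (SE, limma, adjusted p = 0.000447). In all 1244 genes passed, of which 489 were positive and 755 negative, or 39.3% positive, against 65.0% with each array centred on its median. Negative values were also found for Chga (-1.89), the chemokine Ccl17 (-1.78), Tph1 (-1.67), Ctrb1 (-1.66), the pancreatic polypeptide gene Ppy (-1.63), the neuropeptide gene Nts (-1.54), Ly86 (-1.51) and Pyy (-1.44). Positive values were found for Clca4a (3.10), Ly6m (3.02), Sprr1a (2.68), Creb3l3, a transcription factor of lipid metabolism (2.49), Cps1, an enzyme of the urea cycle (2.44), and Ly6g6c (2.41). Ctrb1 lost its call in 17 of 30 alternatives, 11 of which left out a single array (adjusted p up to 0.083, without B6 male replicate 1), Cps1 in 5 (adjusted p = 0.0553 and 0.0584 without BALB/c or B6 male replicate 1), Aqp8 in 3 and Sprr1a in 1. Without BALB/c female replicate 1, Slc37a2 and Aqp8 were at 5.61 and 4.65, and without the 3 arrays with a Cr2 signal Slc37a2, Aqp8 and Cps1 were at 3.98, 3.19 and 1.73 (adjusted p = 0.0467, 0.0750 and 0.129).

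By list, the sex effect of macrophage and monocyte genes was lower in B6 for 14 of 19 (15 over the list alone, median -0.72, adjusted p = 0.10 with an estimated correlation), with Adgre1, Apoe and Cd86 at -0.96, -0.85 and -0.99. It was lower for 9 and higher for 1 of 14 enteroendocrine genes (11 and 1 over the list alone, median -0.75, adjusted p = 0.102 with an estimated correlation), lower for 4 of 8 MHC class II genes (7 over the list alone, adjusted p = 0.185 with an estimated correlation), Cd74 being at -1.02, and lower for 6 of 15 genes of fibroblasts and matrix (9 over the list alone, adjusted p = 0.184 with an estimated correlation, 3 without BALB/c male replicate 1 or B6 male replicate 1). For colonocyte genes it was higher for 5 of 20, Krt20 at 0.73 among them (8 higher and 1 lower over the list alone, adjusted p = 0.244 with an estimated correlation, 8 passing without B6 male replicate 4). Kit, a receptor of mast cells and of interstitial cells of Cajal, was the only mast cell list gene of 11 to pass (-1.03, 1 over the list alone). Of the 15 genes the study named 7 had a lower sex effect in B6 (10 over the list alone, adjusted p = 0.102 with an estimated correlation), with the same caution about their choice. The count of genes was 704 without B6 male replicate 1, 806 without BALB/c male replicate 1, 1935 without B6 male replicate 4, 662 without the 3 arrays with a Cr2 signal and 649 with runs of 10 of the mouse numbers as a random block. Camera called 19 lists with its preset correlation and 0 with an estimated correlation (10 at an unadjusted p under 0.05), and fry called 13.

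**Figure D2:**
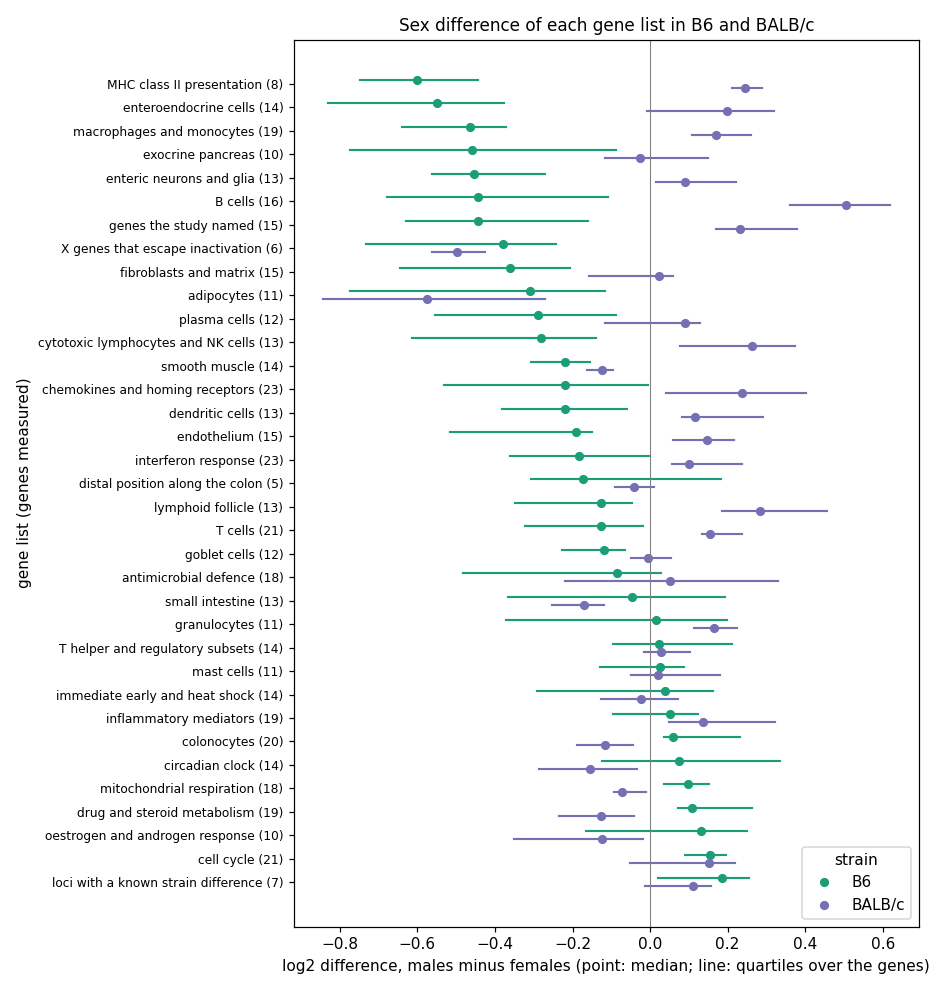
Sex difference of each gene list in both strains: the horizontal axis is the log2 difference of males minus females, the point is the median over the genes of the list and the line spans their quartiles, with the number of genes measured in brackets. Macrophage genes lie at -0.46 in B6 and 0.17 in BALB/c, and enteroendocrine genes at -0.55 and 0.20.

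The lists of both strains were also compared at the thresholds of the methods, a p under 0.05 (taken as unadjusted) and a change of 1.2-fold or more. In B6, 2839 genes passed (1175 higher and 1664 lower in males), and in BALB/c 772 (433 and 339). Of the 309 genes that passed in both, 67 went in the same direction and 242 in opposite directions, where independent lists would share 57.0 and 59.4. Among these, 138 genes were lower in B6 males and higher in BALB/c males, and 104 the other way round. Across 18811 genes without the sex-linked lists, which are not independent replicates, the sex differences of the strains correlated with r = -0.193. Without BALB/c male replicate 1 the BALB/c count was 1189, and of 369 shared genes 158 went in the same direction and 211 in opposite directions.

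Between females of the strains, H2-Ea was at least 83.7-fold higher in BALB/c females, at 10.84 ± 0.34, where all B6 female arrays lay under their lower quartile (4.01 ± 0.18, SD, n = 5 each, limma, adjusted p = 1.22e-10). Among genes that passed without overlap and with a mean of at least log2 6 in the higher group, the matrix glycoprotein Mmrn1, which lies in a segment known to be deleted in B6 mice of the OlaHsd substrain, was at least 6.74-fold higher by the same bound. Also higher were Nxpe5 (9.19-fold), the meiotic gene Hormad1 (8.94-fold, and 14.2-fold by the mean over its probe sets), Plscr2 (8.16-fold), Cyp2f2 (7.52-fold), the antibacterial phospholipase Pla2g2a (7.38-fold) and Lpo (6.55-fold). Apol10a was 33.4-fold lower in BALB/c females, Trim12a 12.6-fold, the class I gene H2-Q2 11.6-fold, Trim30d 6.89-fold, the inflammasome sensor Nlrp1b at least 3.62-fold, Fmo4 4.33-fold, Cyp2r1 4.28-fold and the glutathione transferase Gstm3 3.89-fold, with Fmo4 and Cyp2r1 under the lower quartile on 4 of 5 BALB/c female arrays and Trim12a and Trim30d on 2. The strain folds, here and in males, are folds of array signal. Whether the probes bind RNA of both strains equally well was not tested. In total 1489 genes passed, 717 higher and 772 lower in BALB/c, and 1722 of all genes (9.15%) did not overlap between the groups, where chance gives 0.794%. Of the 7 measured genes at loci with a known strain difference 4 were higher and 1 lower in BALB/c females (4 and 1 over the list alone, adjusted p = 0.207 with an estimated correlation), Glo1 being 1.86-fold higher, while Nnt, whose known deletion is that of the J substrain of B6, and Wdfy1 differed by log2 -0.04 and -0.22 (adjusted p = 0.761 and 0.325). Interferon response genes were higher for 12 of 23 (17 over the list alone, median 0.58, adjusted p = 0.259 with an estimated correlation), and plasma cell genes for 5 of 12 (7 over the list alone, adjusted p = 0.207 with an estimated correlation, 3 without B6 female replicate 4). Macrophage and monocyte genes were higher in BALB/c females for 1 of 19 and lower for 3 (1 and 5 over the list alone, median -0.17, adjusted p = 0.404 with an estimated correlation), and MHC class II genes lower for 1 of 8 (1 over the list alone, median -0.26, adjusted p = 0.497 with an estimated correlation). Genes of fibroblasts and matrix were lower for 4 of 15, of enteric neurons and glia for 4 of 13 and of endothelium for 3 of 15. Smooth muscle genes were lower for 1 of 14 (median -0.12). No gene of these stromal lists passed as higher (adjusted p = 0.371 for each list with an estimated correlation). By limma 0 of 21 T cell genes and 0 of 16 B cell genes passed in females (1 and 0 at an unadjusted p under 0.05, 0 and 0 over the list alone, adjusted p = 0.749 and 0.909 with an estimated correlation). With runs of 10 of the mouse numbers as a random block 938 genes passed.

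Between males, more genes of several immune lists were higher than lower in BALB/c mice, although camera with an estimated correlation called none of those given here, and the medians of the lists given here kept their sign when arrays were centred or quantile normalized again. Of 23 interferon response genes 20 were higher (21 over the list alone, median 0.96, adjusted p = 0.253 with an estimated correlation), of 19 macrophage and monocyte genes 12 (15 over the list alone, adjusted p = 0.207 with an estimated correlation), of 8 MHC class II genes 5 (5 higher and 1 lower over the list alone, adjusted p = 0.404 with an estimated correlation), of 21 T cell genes 11 (12 over the list alone, adjusted p = 0.377 with an estimated correlation, 6 without BALB/c male replicate 2 or B6 male replicate 1), and of 16 B cell genes 6 (13 over the list alone, adjusted p = 0.404 with an estimated correlation, 11 without BALB/c female replicate 4), with BALB/c male replicate 2 carrying the highest Cr2 signal (7.21). Of 12 plasma cell genes 9 were higher and 1 lower (10 and 2 over the list alone, adjusted p = 0.207 with an estimated correlation). Lists of other cell types shifted too. Of 14 enteroendocrine genes 9 were higher and 1 lower (median 0.39, adjusted p = 0.342 with an estimated correlation). Of 15 genes of fibroblasts and matrix 7 were higher, of 15 endothelial genes 4 and of 13 genes of enteric neurons and glia 4, and none lower (adjusted p = 0.404 each with an estimated correlation). Of 14 smooth muscle genes none was higher and 1 lower. Colonocyte genes were lower in BALB/c males for 11 of 20 and higher for 1 (13 and 1 over the list alone, adjusted p = 0.259 with an estimated correlation), led by Slc37a2 (12.4-fold) and Aqp8 (8.92-fold). Cps1, Sprr1a and Clca4a were 9.02-fold, 8.84-fold and 8.33-fold lower, and Ppy and Adck1 9.18-fold and 8.64-fold higher (Adck1 5.50-fold without B6 male replicate 2 and 2.98-fold by the mean over its probe sets, Slc37a2 24.4-fold lower without the 5 arrays with the highest lower quartile). In total 3677 genes passed, 2082 higher and 1595 lower, or 56.6% higher, against 36.6% with each array centred on its median, and 3459 of all genes (18.4%) did not overlap between the groups, where chance gives 2.86%. BALB/c males were the youngest of the groups by the mean ages that the methods state, so that mean age differed with strain in males and with sex in BALB/c. The methods report no significant age difference between the sexes within either strain.

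The strain differences of females and males shared 824 genes, 789 of them in the same direction and 35 in opposite directions, where independent lists would share 290.9. These were 55.3% of the genes called in females. In males H2-Ea was 77.4-fold (127-fold without B6 male replicate 1), Nxpe5 12.9-fold, Plscr2 10.6-fold, Mmrn1 9.85-fold, Hormad1 9.83-fold, Pla2g2a 7.73-fold and Glo1 1.71-fold higher in BALB/c, and Apol10a 16.9-fold, H2-Q2 12-fold, Trim12a 9.0-fold and Nlrp1b at least 4.01-fold lower, with H2-Ea and Mmrn1 under the lower quartile on 2 and 3 of the 4 B6 male arrays and Trim12a on 1 of the 4 BALB/c male arrays. The bounds given for H2-Ea and Mmrn1 in females are not comparable with these male folds, since the measured folds in females were 113 and 11.0. Nnt and Wdfy1 differed by log2 0.00 and -0.30 in males (adjusted p = 0.986 and 0.140).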

Values the study reported

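The study reported that males and females differed in the colonic expression of 1110 genes in the BALB/c strain. In the B6 strain the number given was 3309, and 531 genes were common to both lists. These lists rested on a fold change of 1.2 in either direction and a p value under 0.05. For the mice chosen for the arrays, the mean age at sacrifice was given as 13.9 weeks in BALB/c males, 18.5 weeks in BALB/c females, 19.7 weeks in B6 males and 18.2 weeks in B6 females.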

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

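Tests of array spread, tissue share, B6 female RNA and wrong labels and the comparison with other splits were chosen after the results were seen. Those of BALB/c female RNA and of lymphoid follicles were chosen before their own values were seen. The intervals given with both were added after these values had been seen. The 3 arrays left out in the follicle test were picked after the data had been seen.

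Single arrays stood apart from their group for 9 of 261 sets of gene values and 18 of 144 sets of list scores, where chance marks about 1 in 20 sets and the lists share arrays and genes. Among genes, these were Xist in B6 male replicate 1 (7.99), Cd3g in B6 female replicate 5 (6.72), Cd209f in B6 male replicate 2 (6.26), Sprr1a and Cbr3 in B6 male replicate 3 (11.25 and 7.79), Cd209a in B6 male replicate 4 (5.91), Kdm6a in BALB/c female replicate 2 (8.37), and Cd79a and Apoe in BALB/c female replicate 4 (7.62 and 11.86).

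Among the list scores, BALB/c female replicate 4 stood apart for B cells (1.17), the lymphoid follicle (1.04), MHC class II presentation (0.45) and the genes named by the study (0.40). B6 female replicate 5 stood apart for B cells (0.63), the lymphoid follicle (0.30), chemokines and homing receptors (0.19), T cells (0.094) and the circadian clock (-0.066). BALB/c male replicate 2 stood apart for MHC class II presentation (0.75), the genes named by the study (0.58) and fibroblasts and matrix (-0.15). The others were the X genes that escape inactivation in B6 male replicate 1 (-0.23), the genes named by the study and T cells in B6 male replicate 4 (-0.22 and -0.11), goblet cells in BALB/c male replicate 3 (-0.27), fibroblasts and matrix in B6 female replicate 3 (0.31) and Y-linked genes in B6 female replicate 1 (-2.45).

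The sex effect differed between the strains by a test of the difference for 1244 genes, in which age was not told apart from sex. Named genes with a more negative sex effect in B6 were S100g (-4.10), Chga (-1.89), Ccl17 (-1.78), Tph1 (-1.67), Ctrb1 (-1.66), Ppy (-1.63), Nts (-1.54), Ly86 (-1.51), Pyy (-1.44), Lum (-1.32), Nkg7 (-1.27), Cd3g (-1.25), C1qb (-1.19), Kit (-1.03), Cd74 (-1.02), Cd86 (-0.99), H2-Ab1 (-0.98), H2-Aa (-0.98), C1qc (-0.97), Adgre1 (-0.96), Cd209a (-0.95), Jchain (-0.92), Dcn (-0.92), Ccr2 (-0.89), Apoe (-0.85), Emcn (-0.82), Ebf1 (-0.80), Neil3 (-0.71), Uchl1 (-0.65), Nos1 (-0.65), Scnn1b (-0.59) and Tek (-0.59), of which Ctrb1 lost its call in 17 of 30 alternatives, Ebf1 in 11, H2-Ab1 and Scnn1b in 2 and Cd209a, Cd3g, Jchain, Tek and Uchl1 in 1 each. Those with a more positive one were Slc37a2 (4.92), Aqp8 (3.96), Clca4a (3.10), Ly6m (3.02), Sprr1a (2.68), Creb3l3 (2.49), Cps1 (2.44), Ly6g6c (2.41), Slc26a3 (1.53), Bmp8b (1.21), Epop (1.12), Chp2 (1.03), Eomes (0.87), Cideb (0.79), Krt20 (0.73) and Mall (0.46), of which Epop lost its call in 12, Eomes in 8 of 29, Cps1 in 5, Aqp8 in 3, Slc26a3 in 2 and Chp2 and Sprr1a in 1 each. Of the 18 arrays left out singly, 11 ended the call of Ctrb1, 9 that of Epop, 7 that of Ebf1, 5 that of Eomes, 2 that of Cps1 and 1 that of H2-Ab1 (adjusted p up to 0.0695 without BALB/c male replicate 1 for Epop, and 0.083, 0.0772, 0.0789, 0.0584 and 0.0541 without B6 male replicate 1 for Ctrb1, Ebf1, Eomes, Cps1 and H2-Ab1).

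By camera with the preset correlation, the lists with a lower sex effect in B6 were MHC class II presentation (median -0.89), B cells (-0.88), the genes named by the study (-0.82), enteroendocrine cells (-0.75), macrophages and monocytes (-0.72), cytotoxic lymphocytes and NK cells (-0.55), plasma cells (-0.49), exocrine pancreas (-0.47), the lymphoid follicle (-0.47), dendritic cells (-0.47), chemokines and homing receptors (-0.46), enteric neurons and glia (-0.41), endothelium (-0.41), interferon response (-0.38), fibroblasts and matrix (-0.34) and T cells (-0.31). Drug and steroid metabolism (0.29), colonocytes (0.16) and mitochondrial respiration (0.15) had a higher one. None of these calls held with an estimated correlation, and chance could not be excluded for their number (19, against a highest of 25 in other splits).

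The lower genes of macrophages, fibroblasts and enteroendocrine cells in B6 males may come from the tissue or from the arrays. Array spread went partly with sex. The 5 arrays with a high lower quartile were male replicates 3 and 4 of both strains and BALB/c female replicate 2. The spread of the arrays is argued against as the whole cause: with the lower quartile of each array as a covariate the macrophage and fibroblast score still differed by -0.514 (95% interval -0.709 to -0.318, and -0.491 without it) and the enteroendocrine score by -0.615 (-0.851 to -0.380). For macrophage and fibroblast genes, a smaller share of all non-epithelial tissue is argued against as the whole cause, since they shifted more than smooth muscle genes, by a difference of -0.291 (exact two-sided p = 0.00794, the smallest the splits allow, over members with a mean under log2 10). Smooth muscle genes themselves lay lower by a score difference of -0.183 (exact two-sided p = 0.0159), so such a share stays open for part of that shift, but it would raise the genes of enteroendocrine cells, which lie within the epithelium and whose score differed by -0.598 (exact two-sided p = 0.0159). The enteroendocrine score is the pattern itself, so its p-value adds no separate support. For macrophages and fibroblasts, smooth muscle was the only list compared, after the shifts had been seen. Enteric neurons and glia (median -0.45) and endothelium (-0.19) were not compared. A smaller share of non-epithelial tissue other than muscle was therefore not tested. Exocrine pancreas genes also lay lower (3 of 10 passed, median -0.46), and neighbouring tissue was not tested as a cause. Sex and age stay open and were not tested, while position along the colon and cages stay open after having been looked at only through the distal list (0 of 5 genes passed by limma, 3 at an unadjusted p under 0.05, median -0.17), the small intestine list (median -0.05) and the runs of 10 of the mouse numbers (938 genes).

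Xist and H2-Ea in B6 male replicate 1 may come from RNA of another mouse. RNA of a B6 female is argued against by H2-Ea, at 7.08 against at most 4.32 in B6 females, a wrong label of sex by the Y-linked genes, which lay at most 0.0424 of the way from the other B6 males to B6 females on the log2 scale, and a wrong label of strain by the median BALB/c fraction given next, whose interval lies under 0.5. RNA of a BALB/c female met the criterion set beforehand. Over 15 other strain genes the median fraction was 0.028, against 0.0175 in the highest other B6 array. Of these 15 genes 10 had a fraction above 0, as many as in B6 female replicates 2 and 3. Xist, H2-Ea, Mmrn1 and Hormad1 gave 0.0549, 0.0644, 0.0595 and 0.118, but Xist and H2-Ea prompted the explanation and are not separate evidence. The evidence is weak, because the interval of the median fraction, -0.0066 to 0.0809, includes 0, and RNA of a BALB/c female remains a hypothesis. No biological explanation was tested for this array.

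The positive B cell median in BALB/c males, where 0 of 16 genes passed by limma and 0 at an unadjusted p under 0.05, may come from lymphoid follicles in some of the pieces of colon, since the 3 arrays with a Cr2 signal also had the highest B cell scores of their groups. Of 16 B cell genes 5 had a mean of at least log2 6 in this tissue and 0 stood in another list, and of 13 follicle genes 5 and 5, with Cd79a at 8.42 in BALB/c male replicate 2 and 7.62 in BALB/c female replicate 4. Without these arrays the median was 0.38, against 0.50 with all, 0.08 without BALB/c male replicate 2 alone and 0.77 without BALB/c female replicate 4 alone, and the score differed by 0.376 (95% interval 0.0689 to 0.682, exact two-sided p = 0.0286 over 35 splits, after arrays had been left out for a follicle gene) against 0.482 with all arrays (exact two-sided p = 0.373). The median stayed on the side that speaks against follicles as the whole cause, but its spread reaches past that bound, so that follicles and B cells outside them cannot be told apart. Sex and age stay open and were not tested apart from this, BALB/c males being the youngest group in the ages quoted from the study above.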

How the results depend on the processing

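The covariate, the left-out groups of arrays, the mean over probe sets and all probe sets were chosen after the data were seen. Of 233 named results that passed, 144 passed under every alternative run, and none changed its direction past the threshold. Changes of a count beyond 1.5 times follow, and the cause was not tested unless given. For the sex difference in B6 (1620 genes) there were 2432 with each array centred on its median, 938 with runs of 10 of the mouse numbers as a random block and 1047 without the 3 arrays with a Cr2 signal (fewer arrays). In BALB/c (10) there were 6 with the runs and 6 without the 3 arrays. The interaction (1244) gave 649 with the runs and 662 without the 3 arrays, and the strain difference in females (1489) gave 938 with the runs. At the thresholds of the methods all probe sets of the table, which are more features, gave 4387 in B6 (2839) and 1351 in BALB/c (772). Of the lists, 0 passed in B6 with an estimated correlation (23 with the preset one, 12 with fry), 1 in BALB/c (24 and 4) and 0 for the interaction (19). The replicate numbers do not pair the mice: over 25 pairs with the same number the median r was -0.000254, with 5 over 0.1, and 1 array correlated best with its own number. With the replicate block there were 1069 genes in B6 and 16 in BALB/c, and no other count moved by over 1.5 times. A fold of at least 1.2 left 1428, 10, 1236, 1287 and 3238 genes of the 5 comparisons.

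Leaving out 1 array at a time gave 780 to 2085 genes in B6 (780, 929 and 1033 without B6 male replicate 1, male replicate 3 and female replicate 5), 6 to 14 in BALB/c (6 without female replicate 3 and 6 without male replicate 2), 704 to 1935 for the interaction (704, 806 and 1935 without B6 male replicate 1, BALB/c male replicate 1 and B6 male replicate 4), 1116 to 1575 for the strains in females and 2773 to 4061 in males. At the thresholds of the methods it gave 2344 to 3526 in B6, 706 to 1189 in BALB/c (1189 without BALB/c male replicate 1) and 252 to 374 shared genes, and it gave 20 to 24, 16 to 25 and 18 to 20 lists for B6, BALB/c and the interaction. Arrays carry no depth, and dim probe sets lie near the background, where RMA compresses differences.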

Other observations

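All comparisons with other splits of the arrays were run after the results were seen. Genes of some groups not yet described differed between the strains. Circadian clock genes were higher in BALB/c females for 5 of 14 and lower for 3 (8 and 4 over the list alone). In males 2 were higher and 3 lower (4 and 4 over the list alone). By limma 12 of 14 reached an unadjusted p under 0.05 in females and 10 in males. Camera called the list in neither sex (adjusted p = 0.158 and 0.895, and 0.394 and 0.909 with an estimated correlation). Camera asks for a shift in 1 direction, so it cannot decide on genes that move both ways. Fry gave an adjusted p of 0.0214 in females and 0.843 in males. Cell cycle genes were lower in BALB/c females for 1 of 21 (1 over the list alone, median -0.20, adjusted p = 0.404 with an estimated correlation) and in BALB/c males for 4 of 21 (4 over the list alone, median -0.17, adjusted p = 0.420 with an estimated correlation, 1 without BALB/c male replicate 1). Genes of drug and steroid metabolism were lower in BALB/c males for 9 of 19 (10 over the list alone, adjusted p = 0.207 with an estimated correlation) and higher in B6 males than in B6 females for 3 of 19 (5 over the list alone, adjusted p = 0.329 with an estimated correlation). Exocrine pancreas genes, a mark of neighbouring tissue, were lower in BALB/c females for 3 of 10 (4 over the list alone, median -0.44, adjusted p = 0.207 with an estimated correlation) and in B6 males than in B6 females for 3 of 10 (5 fell and 1 rose over the list alone, adjusted p = 0.329 with an estimated correlation).

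Further lists in B6 held few genes that passed for sex. Mitochondrial respiration rose for 4 of 18 (4 over the list alone, median 0.10, adjusted p = 0.431 with an estimated correlation, 1 without B6 male replicate 1 or 3), antimicrobial defence rose for 1 and fell for 3 of 18 (1 and 3 over the list alone, adjusted p = 0.327 with an estimated correlation, 0 passing by limma without B6 male replicate 3), and goblet cell genes fell for 1 of 12 (1 over the list alone, median -0.12, adjusted p = 0.308 with an estimated correlation). Adipocyte genes fell for 1 of 11 (1 over the list alone, median -0.31, or -0.20 without B6 male replicate 1, adjusted p = 0.581 with an estimated correlation), and 0 of 21 cell cycle genes passed by limma (2 at an unadjusted p under 0.05, 0 over the list alone, median 0.15, adjusted p = 0.640 with an estimated correlation). Camera did not call granulocytes (2 of 11 fell, median 0.01, mean -0.08), mast cells (1 of 11 fell, median 0.03, mean -0.06), inflammatory mediators (2 of 19 fell, median 0.05, test downward), small intestine (1 rose and 1 fell of 13, median -0.05), T helper and regulatory subsets (1 of 14 rose, median 0.02), the lymphoid follicle (1 of 13 fell, median -0.13), interferon response (1 rose and 1 fell of 23, median -0.18), oestrogen and androgen response (1 rose and 1 fell of 10, median 0.13), the circadian clock (0 of 14, 1 at an unadjusted p under 0.05, median 0.07), immediate early and heat shock (0 of 14, 1 at an unadjusted p under 0.05, median 0.04, mean -0.04) or distal position along the colon (0 of 5, 3 at an unadjusted p under 0.05, median -0.17). The medians of granulocytes, mast cells and T helper subsets turned sign when the arrays were quantile normalized again, and that of small intestine when they were centred. In BALB/c, plasma cells (median 0.09, test downward), fibroblasts and matrix (median 0.02, mean -0.03), antimicrobial defence (median 0.05, mean -0.05) and exocrine pancreas (median -0.03, mean 0.01) differed in sign between median, mean or test, and camera called none of them.

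Other splits of the arrays into groups of the same sizes were fitted in the same way. These splits exchange single mice and take no account of shared cages, so they cannot exclude cages as a cause. Chance can be excluded for the sex difference in B6 (1620 genes, highest other split 819, 1 of 100 splits as large, the real one included, with the values of the others in the same order), the interaction (1244, 628, 1 of 100), the strain difference in females (1489, 19, 1 of 100) and in males (3677, 1349, 1 of 35). In B6 this also holds among genes outside the X and Y chromosomes (1546, 780, 1 of 100) and with the X and Y genes left out before the adjustment (1534, 774, 1 of 100). In BALB/c the count (10, 102, 3 of 100) says little, since 7 of the 10 genes are sex-linked and would be called in the real split whatever the others do. The 3 genes outside the X and Y chromosomes (3, 97, 4 of 100) passed at a threshold that those 7 had eased, and with the X and Y genes left out before the adjustment chance could not be excluded (1, 77, 8 of 100). At the thresholds of the methods the count of shared genes (309, 418, 2 of 100) cannot decide on chance. It includes sex-linked genes, and it grows with the B6 list, which had a median of 399 genes in the other splits. Chance can be excluded at these thresholds for B6 (2839, 2220, 1 of 100), but not for BALB/c (772, 2398, 22 of 100). For these BALB/c counts the highest other split called several times the real number. The median of the other splits was 0, and 436 at the thresholds of the methods. The reason for the high splits was not tested. For the lists in BALB/c few other splits called as many (24, 25, 2 of 100, or 23, 24, 2 of 100 without the sex-linked lists). Another split called more, and the shares were not adjusted for the number of comparisons, so chance is not firmly excluded. Only 1 of these 24 lists, a sex-linked one, passed with an estimated correlation. For the interaction chance could not be excluded (19, 25, 12 of 100). In B6 the count of lists (23, 25, 4 of 100) cannot decide this. It includes the X genes that escape inactivation, which would be called in the real split whatever the others do. No count without the sex-linked lists was made in B6. Other splits often called many lists with the preset correlation.

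At the thresholds of the methods, 309 genes were shared by the sex differences of both strains. That is lower than the number quoted from the study above. The number of arrays and the definition of probe sets differ from those the methods describe. With all probe sets in place of genes, 451 were shared.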
